# Molecular Mechanism of the Regulatory Effect of Schisandrol A on the Immune Function of Mice Based on a Transcription Factor Regulatory Network

**DOI:** 10.3389/fphar.2021.785353

**Published:** 2021-12-20

**Authors:** Guangyu Xu, Yanbo Feng, Han Li, Cong Chen, He Li, Chunmei Wang, Jianguang Chen, Jinghui Sun

**Keywords:** schizandrol A, network regulation, transcription factor, immune function, microarray

## Abstract

The molecular mechanism of the regulatory effed of schizandrol A (SA) on the immune function of cyclophosphamide-induced immunosuppressive mice was explored in this study. On the basis of 1619 differentially expressed genes related to the regulatory effect of SA on the immune function of mice screened in our previous study, transcription factors and their corresponding target genes were screened in the Transcriptional Regulatory Element Database (TRED), and a transcription factor target gene regulatory network was constructed. The key nodes of the network were statistically analyzed to clarify the role of transcription factors in the regulatory network. The correlation of network genes with diseases was analyzed with an online annotation tool through the Database for Annotation, Visualization and Integrated Discovery (DAVID). Finally, the key factors related to the regulatory effect of SA on the immune function of mice were screened and verified by animal experiments and the detection of related protein expression by western blot analysis. The results showed that SA could alleviate the immunosuppression induced by cyclophosphamide in mice and regulate the protein expression of Jun, Trp53, and Creb1 in the spleen tissue of mice, together with the transcription factors Atf4 and E2f2. SA may thus play a role in the alleviation of some immunity-related diseases (such as cancer) by regulating the immune function of mice through multiple genes and their transcription factors.

## Introduction

The immune system, composed of immune organs, immune cells, and independent lymphatic vessels, not only plays a defense function but also serves as a main communication system among tissues, organs, and organic systems in the body. Due to the close correlation of immune system function with human health; infections, inflammatory diseases, and even cancers will easily occur if the immune system is abnormal. At present, the pathogenesis of immune system abnormalities remains unclear, and chemical synthetic drugs, human or animal immune products, and microbial drugs are mainly used for the treatment of abnormalities in the clinic, but these drugs have different degrees of side effects (Peng et al., 2020; Vavla et al., 2020). Therefore, researchers have begun to look for immunomodulatory substances from safer natural products and their extracts.

*Schisandra chinensis*, the dried mature fruit of *Schisandra chinensis* (Turcz.) Baill, is a traditional Chinese medicine in China. *Schisandra chinensis* is listed as the top-grade medicine in “The Shen Nong Ben Cao Jing” (the first existing traditional Chinese medicine classic); it has been used for more than 2000 years and is a famous traditional Chinese medicine for the effect of “Yi Qi” (tonifying Qi, improving body function and increasing the body’s resistance to external pathogenic factors) (Xing et al., 2021). The main components of *Schisandra chinensis* are lignans, and one of the most active components in lignans is schizandrol A (SA) (Arken, 2019; Liu et al., 2019; Song et al., 2020). Modern pharmacological studies show that SA may enhance the phagocytosis of macrophages and promote the formation of antibodies to regulate immunity (Xu et al., 2018a), but the information pathway and related key regulatory genes have not been deeply studied, although immunoregulation experiments at the animal level have been performed in many related studies. It has been found that the regulation of gene expression is a very complex process, and transcription factors are a group of protein molecules that can specifically bind to a specific sequence upstream of the 5′ end of a gene to ensure that the target gene is expressed at a specific intensity in a given time and space (Papavassiliou and Papavassiliou, 2016). The expression of mRNA is regulated by a variety of factors, especially transcription factors, and the role of transcription factors in the regulation of mRNA expression and its mechanism can be directly and better understood through the construction of a regulatory network of transcription factors and their target genes (Arora et al., 2013).

We completed a mRNA expression profile experiment on the regulatory effect of SA on the immune function of mice and screened 1619 differential genes related to immune function (Xu et al., 2018a). In this study, transcription factors were screened through the Transcriptional Regulatory Element Database (TRED), a regulatory network of transcription factors and their target genes was constructed, and the key regulatory factors were analyzed through the central nodes of the regulatory network and verified by animal experiments and western blot analysis. These findings are expected to elaborate the molecular mechanism of the regulatory effect of SA on the expression of differential genes involved in the immune function of mice to provide a theoretical basis for the further application of *Schisandra chinensis*.

## Materials and Methods

### Chemicals and Reagents

Schisandrol A (Preferred Biotechnology Co., Ltd., > 98%, Chengdu, China, No. 19110503); Cyclophosphamide (Cy) for Injection (Baxter Oncology GmbH, Halle, Germany, H20160467); Concanavalin A (Con A, type IV; Sigma-Aldrich, Merck KGaA, Darmstadt, Germany); polyclonal antibodies Jun, Trp53, and Creb1 (ABclonal, Wuhan, China; No. 3560496003, 3560238002, and 0003310201); electrogenerated chemiluminescence (ECL) color liquid (Biyuntian Biological Products Co., Ltd., Shanghai, China, No. 9966444330).

### Animal Grouping and Administration

A total of 180 male ICR mice (Changchun Yisi Experimental Animal Technology Co., Ltd., Changchun, China) weighing 18–22 g were raised in an animal room in a 12 h day/night cycle. The room was disinfected once a week, and the bedding for the mice was changed once a week. The temperature was controlled at 20–24°C, and the humidity was approximately 45–50%. The animal experiment was approved by the Institutional Animal Care and Use Committee (IACUC) of Beihua University, and all the experimental procedures were carried out in accordance with the “Regulations on the Administration of Experimental Animals” approved by the State Council of the People’s Republic of China.

The mice were randomly divided into five groups: the control group, model group, low-dose SA group (SA-L, 42.67 μMol/kg SA), medium-dose SA group (SA-M, 85.34 μMol/kg SA), and high-dose SA group (SA-H, 160.68 μMol/kg SA), with 36 mice in each group. Mice in the model and SA-treated groups were given 40 mg/kg cyclophosphamide once a day by intraperitoneal injection for 5 days, and those in the control group were given an equal volume of normal saline in the same manner. On the next day, mice in the SA-treated groups were given the corresponding doses of SA solution by gavage, and those in the control group and model group were given an equal volume of distilled water by gavage for 14 days. After the last intragastric administration, all the mice fasted for 12 h prior to the collection of the samples. The specific experimental protocol is shown in Figure 1.

**FIGURE 1:**
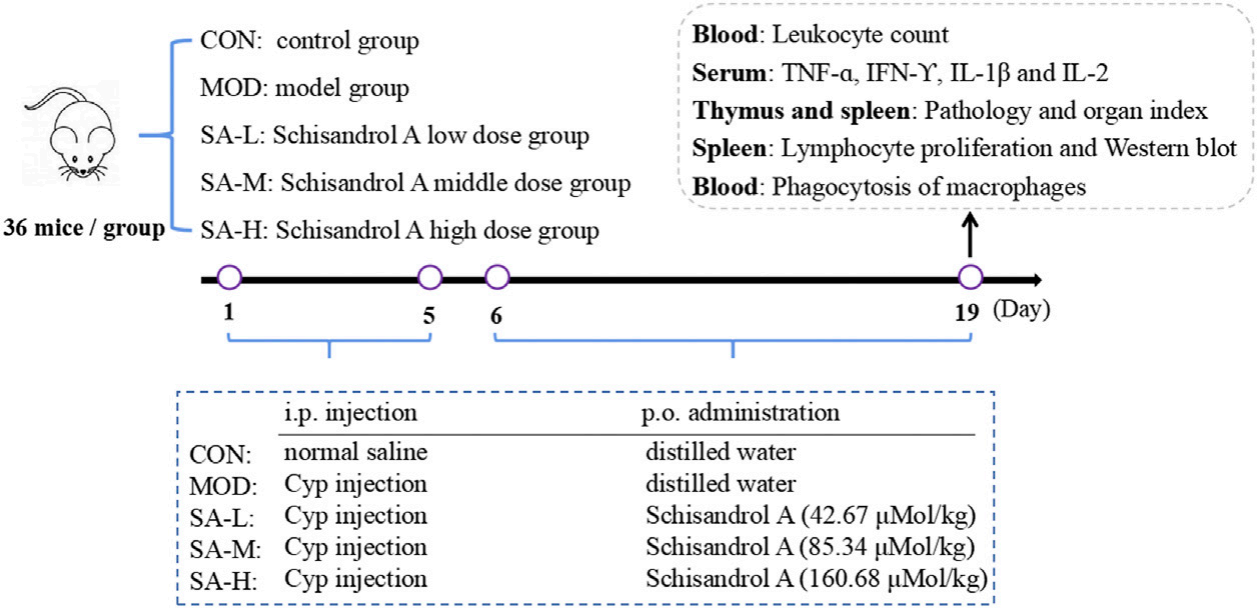
Experimental protocol.

### Measurement of Leukocyte Count, TNF-α, IFN-γ, IL-1β, and IL-2 Levels and Organ Index

Twelve mice from each group were anesthetized by intraperitoneal injection of 4% chloral hydrate (0.10 mL/10 g). Then, the eyeballs were removed to collect blood samples from the mice. Twenty microliters of the blood of mice was mixed with acetic acid, and the number of white blood cells in the blood was counted with a counting plate under a microscope. The rest of the blood was centrifuged (3000 r/min, 10 min) to obtain the serum, and the levels of TNF-α, IFN-γ, IL-1β, and IL-2 in the serum were detected by ELISA. The thymus and spleen of mice were removed after the collection of blood samples, washed with normal saline, and then weighed. The thymus and spleen indices were calculated according to the following formula, and the spleen samples were stored at −80°C for subsequent experiments.

Thymus index=thymus weight/body weight (g) × 100%

Spleen index=spleen weight/body weight (g) × 100%

### Observation of the Proliferation of Spleen Lymphocytes

Another 12 mice from each group were intraperitoneally injected with 4% chloral hydrate (0.10 mL/10 g) for anesthesia, and then the spleen of mice was carefully removed on a sterile table and ground into pieces. The ground spleen tissue was added to 4 mL of erythrocyte lysis buffer to prepare a lymphocyte suspension, the lymphocyte suspension was centrifuged (15000 r/min, 10 min, 4°C), and the supernatant was discarded. The residual cells were added to fetal bovine serum (FBS) and 2.5 mL of culture medium, which was mixed by repeated pipetting. Then, the mixture was drawn with a pipette, trypan blue was added for dyeing, and 1 minute later, 20 μL of the mixture was added onto a counting plate for cell counting. The cells were seeded onto 24-well plates at a density of 1 × 10^6^ cells/mL, and 50 μL of Con A was added to each well. Then, the plates were placed in a CO_2_ incubator at 37°C for 3 days for the culture of cells, and the proliferation of cells was evaluated by MTT assays.

### Observations on Macrophage Phagocytosis

Another 12 mice from each group were injected with 50% India ink and normal saline mixture *via* the tail vein, and 4% chloral hydrate (0.10 mL/10 g) was intraperitoneally injected for anesthesia. At 4 and 12 min after the injection of India ink, 20 μL of the blood was taken from the inner canthus of mice and then immediately injected into sodium carbonate solution, and the optical absorbance (OD) of the solution at 675 nm was measured by a microplate reader. Then, the liver and spleen were weighed. The phagocytosis of mouse macrophages was expressed by phagocytic index α, which was calculated as follows:

$$K=\left(\log A_{4}\;-\log A_{12}\right)/\left(t_{12}-t_{4}\right)$$

Phagocytic index α = body weight/liver weight + spleen weight

$$\times k^{\mathrm{1/3}}$$

where *A*_4_ and *A*_12_ represent the absorbance values at 4 and 12 min, respectively, and *t*_12_ and *t*_4_ represent the 12th minute and the 4th minute, respectively.

### Detection of Jun, Trp53, and Creb1 by Western Blot

The spleen tissue (90 mg) was cut into pieces, and then the spleen tissue pieces were mixed with lysis buffer (810 μL) in a tube for the preparation of the spleen tissue homogenate. The cells were lysed by putting the tube on ice for 1 h. The homogenate was centrifuged at 12000 rpm and 4°C for 10 min, and the supernatant was obtained. The butylethanoacrylate (BCA) method was used to determine the concentration of proteins in the supernatant, and the proteins were denatured by boiling the protein sample for 5–10 min. A 10% SDS-polyacrylamide gel was used to separate the proteins, before they were transferred onto PVDF membranes. Five percent skim milk was used for blocking for 2 h, and then the membranes were incubated with primary antibodies against Jun, Trp53, and Creb1 at 4°C overnight. Then, the membrane was washed three times with TBST for 10 min each time and incubated with the corresponding secondary antibodies for 1 h at room temperature. Finally, the proteins were visualized with ECL developer, and their grayscales were analyzed using a Champchemi professional + automatic multicolor fluorescence and chemistry gel imaging system (Saizhi Technology Co., Ltd., Beijing, China), in which the ratio of target protein and GAPDH was used to represent the relative expression of the proteins.

### Acquisition of Chip Data

All chip data in this study were obtained through GEO DataSets of the National Center for Biotechnology Information (NCBI) database, and the GES accession was GSE97316 (Xu et al., 2018a).

### TF mRNA Gene Network Construction

The related transcription factors (TFs) and their target genes were obtained according to the mRNA expression profiles after the analysis of chip data and through searching in the Transcriptional Regulatory Element Database (TRED), and their network was constructed by applying Cytoscape software. In the TF-gene network, the transcription factors are represented as yellow rhombi, the target genes are represented as blue circles, and dotted lines with arrows from the source to the targets are used to connect the TFs and their target genes.

### Gene Function Annotation Analysis

The differential gene function analysis and pathway classification were conducted through the Database for Annotation, Visualization and Integrated Discovery (DAVID) and Kyoto Encyclopedia of Genes and Genomes (KEGG), respectively.

### Statistical Analysis

Analysis of variance (ANOVA) was used for the analysis of data, followed by Dunnett’s multiple comparison testing, in which the data are expressed as the mean±*SD* (standard deviation), and a value of *p* < 0.05 is considered to indicate a difference with statistical significance.

## Results

### Microarray Data of mRNA Expression Profiles

The results of the mRNA microarray (Figure 2 and Figure 3) showed that in contrast to the model group (MOD group), there were 1619 differentially expressed genes in the SA-H group, of which 813 (50.22%) were significantly upregulated and 806 (49.78%) were significantly downregulated.

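The mRNA microarrays were made from spleens of ICR mice, an outbred strain. The mouse spleen holds B cells, T cells, macrophages and, after loss of blood cells, dividing red cell precursors. Cyclophosphamide, an alkylating drug that kills dividing cells such as lymphocytes, was given to both groups at 40 mg/kg for 5 days. The MOD group is represented by 3 arrays (1, 2 and 3) and the SA-H group by 3 arrays (4, 5 and 6). The sample labels of the SA-H arrays give SA at 1000 mg/kg per day for 28 days, whereas the animal experiment of the paper gave 160.68 μMol/kg for 14 days. The labels also place the MOD arrays at day 5 and the SA-H arrays at day 28, so that the group and the day of sampling cannot be told apart where these labels hold, although the protocol in the labels also gives the model mice water over the weeks in which the other mice received SA. The labels name spleen as the source of every sample, while their extraction protocol also speaks of liver. Of 12 liver markers, only 4 were well above background on all arrays of a group. This held for 15 of 16 B cell markers and 19 of 20 T cell markers. These values argue against liver as the source of most of the RNA. Nothing says that the arrays of a group come from separate mice, and the p-values therefore measure the spread between these samples, which may be technical.

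Each array is a 1-colour Agilent mouse expression array with 43020 spots apart from controls. The authors read the spot intensity with Agilent Feature Extraction, which subtracts the background and corrects gradients within an array. The paper's text names no normalization, filter or test for the arrays. Its general statement on statistics names an analysis of variance followed by Dunnett's test. Here the log2 of the processed signal was taken relative to the 75th percentile of each array, and a probe was kept if it was well above background on all 3 arrays of either group. The brightest probe stood for each gene, and limma compared the groups.

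The arrays differ in how many spots rose above background. The numbers of spots well above background were 18533, 31062 and 21254 on MOD arrays 1, 2 and 3, and 19235, 31799 and 19666 on SA-H arrays 4, 5 and 6. MOD arrays 1 and 3 and SA-H array 6 were scanned on the first day, and MOD array 2 and SA-H array 4 on the second. SA-H array 5 was scanned alone on the third, which therefore holds 1 group only. A fit with the scan day as a block takes nothing about the groups from SA-H array 5. On the first day, MOD arrays 1 and 3 shared a slide scan and SA-H array 6 was on another. Only the slide scan of MOD array 2 and SA-H array 4 held both groups. Across the tested genes, the correlation of levels was highest between MOD arrays 1 and 3 (r = 0.975) and lowest between MOD array 3 and SA-H array 4 (r = 0.838). Genes are not independent replicates, and the number of arrays limits the precision of every value.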

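Genes of cell division were lower as a group in the spleens of the SA-H group than in those of the MOD group. Of 34 measured mitosis genes, 20 were lower and 0 were higher at an unadjusted p under 0.05 (16 lower when adjusted over the list alone), with a median log2 fold change of -0.91 (camera, FDR = 3.43e-07, and adjusted p = 0.861 with an estimated correlation). They include the spindle checkpoint kinases Bub1 (log2 fold change -1.28, standard error 0.25) and Bub1b (-1.37, standard error 0.26), the spindle protein Hmmr (-1.22, standard error 0.22) and Anln (-1.30, standard error 0.25), which acts in cytokinesis. Of 33 S phase genes, 12 were lower and 0 were higher at an unadjusted p under 0.05 (6 lower when adjusted over the list alone), with a median of -0.55 (camera, FDR = 1.43e-04, and adjusted p = 0.861 with an estimated correlation). Among them, the helicase subunit Mcm2 had a log2 fold change of -1.39, the origin recognition gene Orc1 of -1.39 and Hells, a chromatin remodeler, of -1.48. Within the 2 scan days that held both groups, the median of the mitosis genes was -0.77 and -0.70, and that of the S phase genes was -0.48 and -0.16. With the scan day as a block, these medians were -0.81 (FDR = 2.18e-05) and -0.39 (FDR = 0.00688). The median of the S phase genes was -0.33 without SA-H array 5, and in the authors' value table the medians of the mitosis and S phase genes were -1.37 and -1.09.

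Markers of other cells, and the ribosomal protein genes taken as a sign of RNA quality, differed between the same arrays. Of 25 erythroid markers, 8 were lower and 0 were higher at an unadjusted p under 0.05 (3 lower when adjusted over the list alone), with a median of -0.54 (camera, FDR = 0.0152, and adjusted p = 0.861 with an estimated correlation). The red cell membrane gene Epb42 had a log2 fold change of -1.62. Within the scan days the median of the erythroid markers was -0.53 and 0.10. The call was lost with the day as a block (FDR = 0.186) and without SA-H array 5 (median -0.17, FDR = 0.234). Both settings set SA-H array 5 aside, so they are not separate tests. In the authors' value table the median of the erythroid markers was -2.40 (FDR = 1.14e-10). Of 7 fat markers, 6 were lower and 0 were higher (6 lower when adjusted over the list alone), with a median of -2.38 (camera, FDR = 0.00176, and adjusted p = 0.861 with an estimated correlation). They include the adipokine gene Adipoq (-2.38), the lipid droplet gene Cidec (-2.62) and Car3 (-2.89). These 3 were not well above background on SA-H array 4, nor Cidec on SA-H array 6, so the sizes of their changes are set in part by the background. The median of the fat markers was -1.52 and -3.75 within the scan days and -2.70 with the day as a block (FDR = 0.00232), and only 3 of them were well above background on all 6 arrays (median -0.80, FDR = 0.252 over these). It was -1.47 without SA-H array 4, -1.27 with normexp and -0.83 over 9 markers without a filter. Of 24 ribosomal protein genes, 4 were higher and 1 was lower at an unadjusted p under 0.05 (1 higher when adjusted over the list alone), with a median of 0.47 (camera, FDR = 0.00369, and adjusted p = 0.861 with an estimated correlation). Rps3 was at 1.61, while its other kept probe gave 0.34, and Rplp1 was the lower one, at -0.63. Their median was 0.37 and 1.09 within the scan days, 0.67 with the day as a block (FDR = 0.00242), 0.24 without SA-H array 4 and 0.76 without SA-H array 5. It was 0.01 after quantile normalization (FDR = 0.695) and 0.15 with scaling by the median (FDR = 0.0622). Scaling by the median moves every gene alike. This list lay 0.50 above all tested genes with that scaling and with the 75th percentile, and 0.11 above them after quantile normalization. In the authors' value table neither the ribosomal protein genes (median 0.09, FDR = 0.296) nor the fat markers (median -0.64, FDR = 0.614) passed.

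Of 14474 genes and unnamed targets tested, 1849 had a fold change of at least 2 and an unadjusted p under 0.05, of which 1121 (60.6%) were higher and 728 (39.4%) were lower in the SA-H group. The share of higher genes was 31.6% when the arrays were scaled by their medians and 24.9% in the authors' value table. In limma 0 genes passed an adjusted p of 0.05, the smallest being 0.0712, and 3377 had an unadjusted p under 0.05; the methods' ANOVA also passed 0. With the scan day as a block, a fit that sets SA-H array 5 aside, 1075 passed, 786 higher and 289 lower. With the slide scan as a random block, chosen after seeing the data, 0 passed. The called genes lay farthest from their mean over the arrays on SA-H array 4, where the median of the higher ones was 1.46, against 0.41 and 0.55 on SA-H arrays 5 and 6, and that of the lower ones was -1.26, against -0.39 and -0.33. Since 0 genes passed, the genes named next come from those with a fold change of at least 2 and an unadjusted p under 0.05 whose groups do not overlap and which were well above background on all 6 arrays. The highest was Neurod2, a neuronal transcription factor, with a log2 fold change of 3.79 (standard error 0.72, adjusted p = 0.0809 from limma), followed by the growth factor gene Fgf8 at 3.51 (standard error 1.09, adjusted p = 0.135) and Krtap12-1, a keratin-associated protein gene, at 3.48 (standard error 0.76, adjusted p = 0.0888). Mrgprg (3.15), Btnl5-ps (3.14), Wfdc6b (3.09), Cntfr (2.95), Serpina3m (2.87), Ssc5d (2.84), Ppp1r27 (2.82), Rab11fip4os1 (2.82) and Npb (2.82) came next. The lowest was Fam120a at -2.56 (standard error 0.41, adjusted p = 0.0762), followed by the zinc transporter gene Slc30a9 (-2.30), Fam20b (-2.27) and Sox6 (-2.20), a transcription factor of red cell and cartilage development. Depdc1a (-2.01), Abca17 (-1.98), Yod1 (-1.94), Zfp758 (-1.90), the spindle gene Nusap1 (-1.89), Tlcd4 (-1.85), the histone gene H3c13 (-1.82) and Pdcl (-1.82) were next. Hells, Zfp758, Npb and Ppp1r27 had the opposite sign in the authors' value table. Krtap12-1 (0.05), Mrgprg (0.26), Serpina3m (0.32) and Ssc5d (0.24) kept their sign there but fell short of a fold change of 2. So did Slc30a9 (-0.65), Fam20b (-0.67), Abca17 (-0.29) and Pdcl (-0.12). The remaining largest rises and falls named above kept their sign and a fold change of at least 2 there. Other kept probes of Npb and Pdcl gave 0.32 and -0.61. Zfp979 was not well above background on any SA-H array and was at least 19.6-fold lower there (adjusted p = 0.0712). The bound sets the mean of the MOD arrays against the higher, on each SA-H array, of the probe's own signal and the lowest signal well above background. From the comparison of these arrays (Figure 2 and Figure 3), the paper states how many genes are differentially expressed in the SA-H group, and it draws its transcription factors, target genes and pathways from them.

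**Figure D1:**
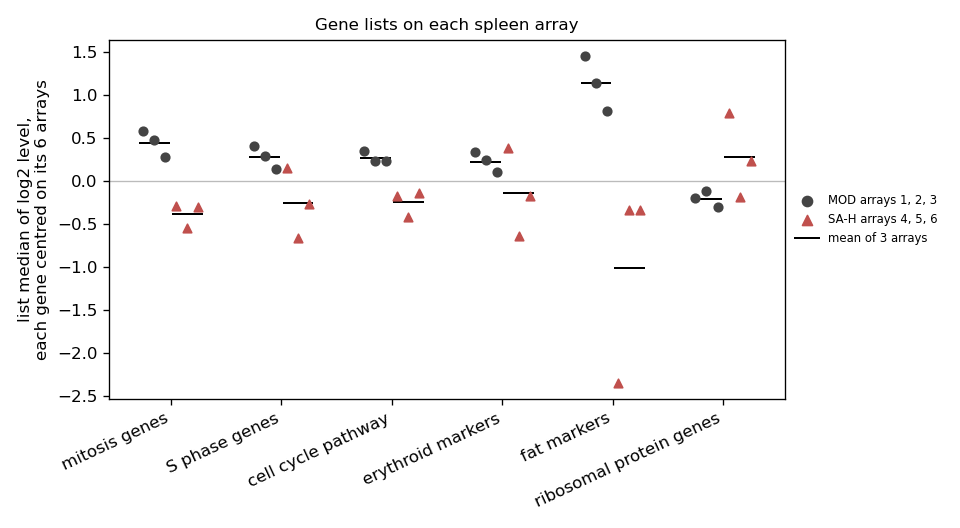
Median log2 level of 6 gene lists on each spleen array, with each gene centred on its mean over the 6 arrays; dots are MOD arrays 1, 2 and 3, triangles are SA-H arrays 4, 5 and 6, and bars are means of 3 arrays. The mitosis genes, at a median log2 fold change of -0.91, and the fat markers, at -2.38, lie lower in the SA-H group, and SA-H array 4 lies farthest from the MOD arrays for the ribosomal protein genes.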

**FIGURE 2:**
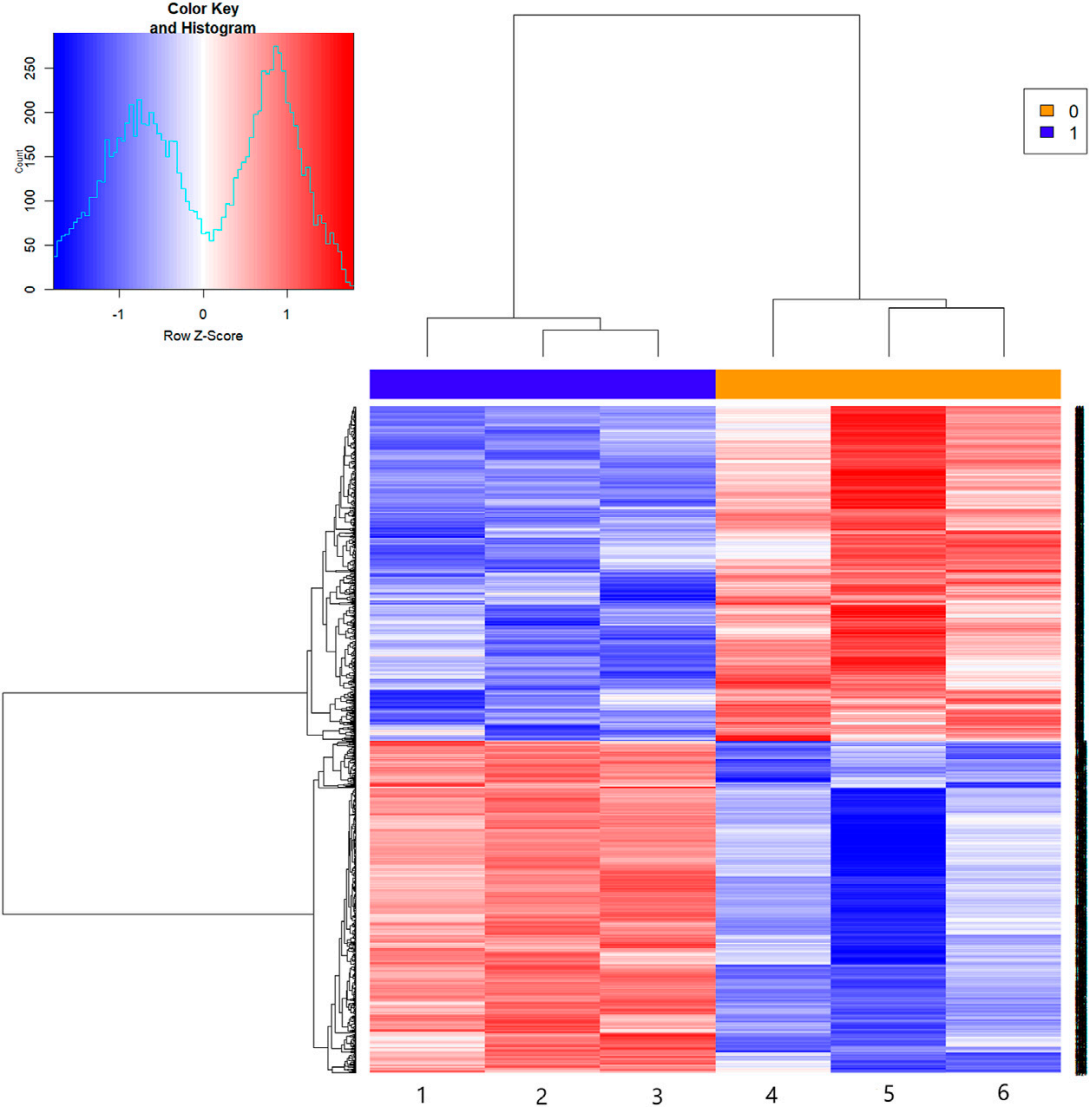
The hot figure of mRNA expression profile microarray. Notes: Group 1-3: the model group; group 4-6: SA-H group. Red parts indicate up-regulation, blue parts indicate down-regulation.

**FIGURE 3:**
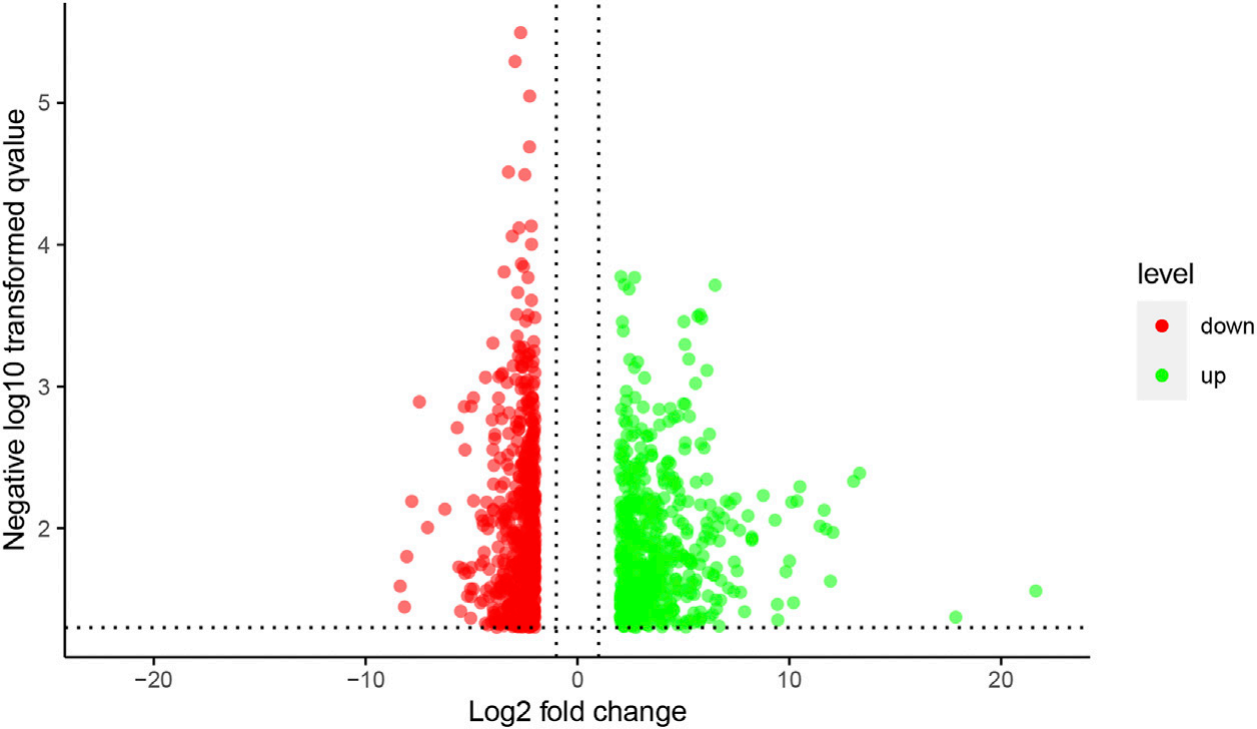
The volcano figure of mRNA expression profile microarray. Notes: Red dots indicate up-regulation genes, green dots indicate down-regulation genes.

### Regulatory Network of Transcription Factors and Their Target Genes Related to the Regulatory Effect of SA on the Immune Function of Mice

The predictive analysis of the potential transcription factors in 1619 genes through the Translational Regulatory Element Database (TRDE, https://cb.utdallas.edu/cgi-bin/TRED/tred.cgi?process=home) showed that there were six transcription factors and 257 corresponding target genes (Table 1).

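Of the 6 transcription factors, Trp63 and Esr2 were higher and E2f2 was lower in the SA-H group at an unadjusted p under 0.05, while Atf4 and Hif3a did not pass. Nfix also passed as lower, with signals near background. The same 4 passed when adjusted over the list alone, and 0 passed over all genes, but the study chose this list on these samples, so this is not independent evidence. Trp63, a p53 relative of epithelial cells, had a log2 level of -1.06 ± 0.24 (SD, n = 3) in the MOD group and 0.67 ± 0.55 (SD, n = 3) in the SA-H group, relative to the 75th percentile of each array. This is a log2 fold change of 1.73 (standard error 0.33, adjusted p = 0.0809 from limma). Esr2, the estrogen receptor beta gene, was at 0.43 ± 0.60 (SD, n = 3) and 2.21 ± 0.58 (SD, n = 3), a log2 fold change of 1.77 (standard error 0.41, adjusted p = 0.0928 from limma). With the scan day as a block, which sets SA-H array 5 aside, the adjusted p was 0.0237 for Trp63 and 0.0395 for Esr2. With the slide scan as a random block, chosen after seeing the data, it was 0.0588 and 0.0702. In the authors' value table, the change of Trp63 was 0.45, that of Esr2 was -0.03 and that of Atf4 was -0.60.

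E2f2, a transcription factor of S phase entry, did not reach a fold change of 2 and had a log2 fold change of -0.89 (standard error 0.25, adjusted p = 0.113 from limma). Nfix, of the nuclear factor I family, was at -1.09 (standard error 0.35, adjusted p = 0.142) and was well above background on only 1 of the 3 SA-H arrays. The lowest signal well above background on SA-H array 4, at -2.70, lies above the mean of Nfix on the MOD arrays, at -2.84, so that the background sets the size of this change. For these 4 genes, every array of one group lay above every array of the other, which chance gives for 10% of genes with 3 arrays against 3 and which held for 32.7% of all tested genes. Atf4, which activates genes of amino acid supply under stress, was at 5.67 ± 0.10 (SD, n = 3) in the MOD group and 6.01 ± 1.01 (SD, n = 3) in the SA-H group, a log2 fold change of 0.34 (standard error 0.48, adjusted p = 0.682). Its change was -0.20 without SA-H array 4, and a dimmer probe of Atf4, well above background on 1 of the SA-H arrays, gave -1.80 (adjusted p = 0.474 over all probes). Hif3a, a hypoxia-inducible factor subunit, had a log2 fold change of 0.04 (standard error 0.44, adjusted p = 0.964), while its other kept probe gave 2.28 (adjusted p = 0.478 over all probes). The list did not pass as a group (camera, FDR = 0.647).

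Of 33 measured target genes of Atf4, 2 were higher and 6 were lower at an unadjusted p under 0.05 (2 lower when adjusted over the list alone), and the list did not pass as a group (median -0.13, camera FDR = 0.532). The serine and glycine enzyme gene Shmt2 had a log2 fold change of -1.12, the amino acid transporter gene Slc3a2 of -1.20 and the asparagine tRNA ligase gene Nars of -0.89.

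**Figure D2:**
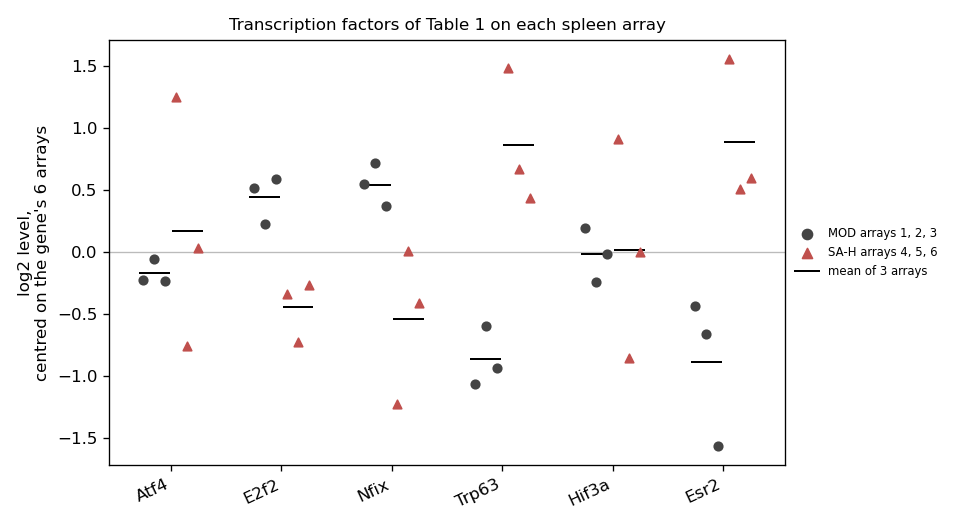
Log2 level of the 6 transcription factors of Table 1 on each spleen array, each centred on its mean over the 6 arrays; dots are MOD arrays 1, 2 and 3, triangles are SA-H arrays 4, 5 and 6, and bars are means of 3 arrays. The groups do not overlap for Trp63, Esr2, E2f2 and Nfix, and they overlap for Atf4 and Hif3a.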

**TABLE 1:** Transcription factors and their corresponding target genes.

TF	TG No	Description	Gene ID
Atf4	107	Mus musculus activating transcription Factor 4 (Atf4), transcript variant 1, mRNA [NM_009716]	11911
E2f2	80	Mus musculus E2F transcription Factor 2 (E2f2), mRNA [NM_177,733]	242705
Nfix	28	Mus musculus nuclear Factor I/X (Nfix), transcript variant 2, mRNA [NM_010906]	18032
Trp63	25	Mus musculus transformation related protein 63 (Trp63), transcript variant 3, mRNA [NM_001127261]	22061
Hif3a	13	Mus musculus hypoxia inducible Factor 3, alpha subunit (Hif3a), transcript variant 2, mRNA [NM_016868]	53417
Esr2	4	Mus musculus estrogen receptor 2 (beta) (Esr2), transcript variant 1, mRNA [NM_207,707]	13983

Note: TG, target gene; TF, transcription factor.

In addition, Cytoscape software was used to construct a regulatory network of the six transcription factors and 257 corresponding target genes (Figure 4), and the regulatory network showed that there were 18 target genes regulated by more than two transcription factors and six target genes regulated by three transcription factors (Table 2).

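Among the 18 target genes, the kinase gene Akt1 and Xbp1, a transcription factor of plasma cells and of the unfolded protein response, were lower in the SA-H group, and Wdtc1 and Grap2 were higher, at an unadjusted p under 0.05. Of the 12 that were measured, 2 were higher and 3 were lower at that threshold (0 higher and 3 lower when adjusted over the list alone), and 0 reached a fold change of 2. The genes come from a network built on these samples, so these counts are not independent evidence. The list did not pass as a group (camera, FDR = 0.601). Xbp1 had a log2 level of 3.72 ± 0.06 (SD, n = 3) in the MOD group and 2.76 ± 0.34 (SD, n = 3) in the SA-H group, a log2 fold change of -0.96 (standard error 0.25, adjusted p = 0.106 from limma). Akt1 was at 2.85 ± 0.24 (SD, n = 3) and 1.91 ± 0.37 (SD, n = 3), a log2 fold change of -0.94 (standard error 0.28, adjusted p = 0.126 from limma). Wdtc1 had a log2 fold change of 0.81 (standard error 0.30, adjusted p = 0.174), and Grap2, an adaptor of T cell receptor signaling, of 0.79 (standard error 0.29, adjusted p = 0.179). Among the genes that did not pass were the cell cycle inhibitor gene Cdkn1a (0.01), the survival gene Bcl2 (-0.03), Arnt (-0.10), Klf4 (0.41) and the inflammasome adaptor gene Pycard (-0.21). Trp53, Il3 and Pomc were among those not well above background on all arrays of either group and were not tested.

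Of 18 measured p53 target genes, the growth factor gene Gdf15 (1.75) and Ddit4 (0.96) were higher and Btg2 (-0.92) and Trp53inp1 (-0.89) were lower at an unadjusted p under 0.05 (1 higher when adjusted over the list alone). The list did not pass as a group (median 0.32, camera FDR = 0.312).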

**FIGURE 4:**
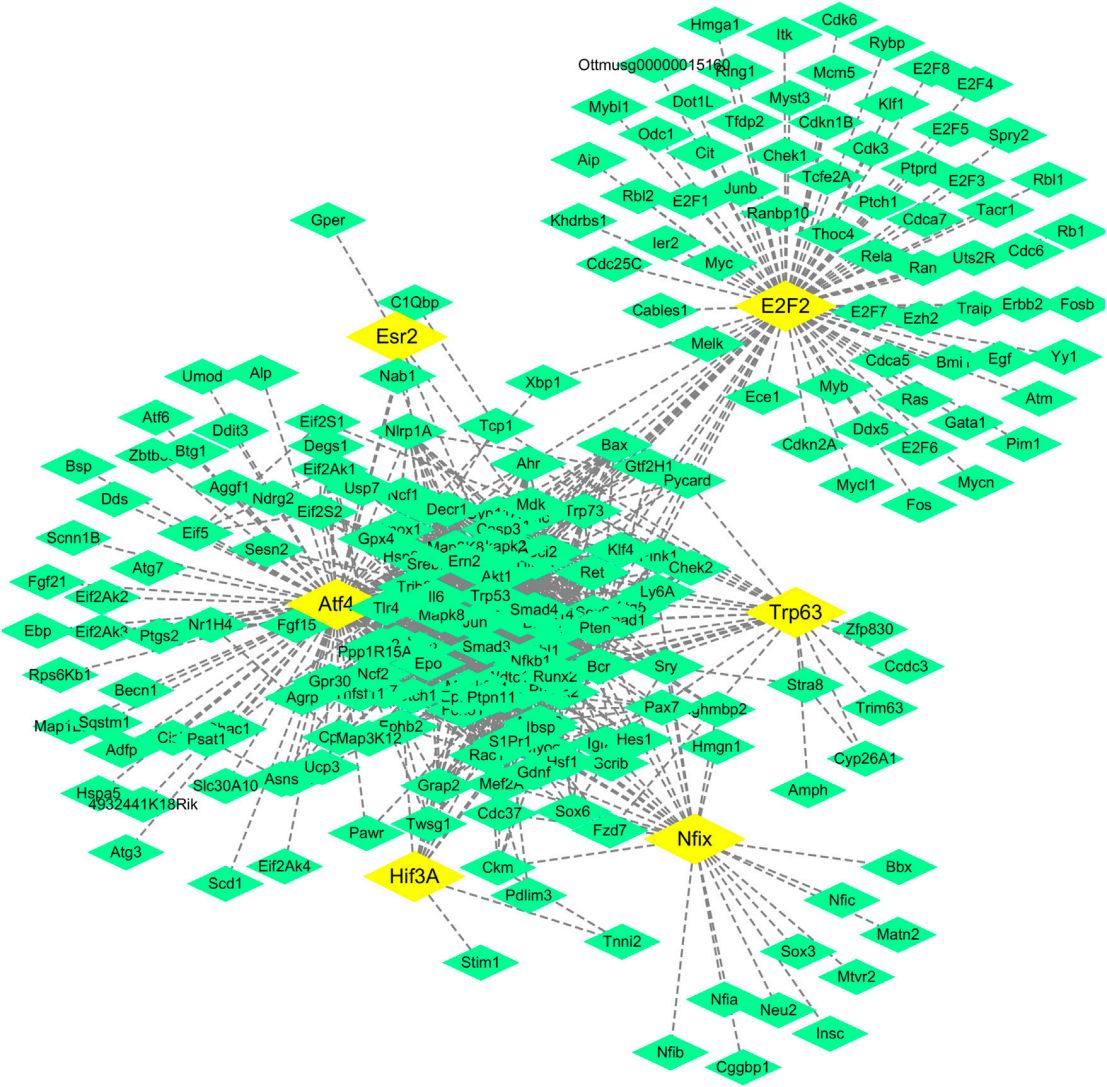
Regulatory network of transcription factors and their target genes. Notes:The yellow boxes are transcription factors, the green boxes are target genes.

**TABLE 2:** Statistics of genes regulated by transcription factors.

TG regulated by TF	No. of TF regulating TG	Regulatory TF	Node
Akt1	3	Atf4 Trp63 E2f2	78
Trp53	3	Atf4 Trp63 E2f2	71
Creb1	3	Atf4 Hif3A E2f2	57
Casp3	3	E2f2 Atf4	53
Pten	3	Atf4 Hif3A E2f2	51
Cdkn1A	3	Trp63 E2f2 Nfix	48
E2F2	2	Trp63 E2f2	80
Bcl2	2	E2f2 Atf4	54
Wdtc1	2	Trp63 Atf4	32
Arnt	2	Hif3A E2f2	20
Ret	2	E2f2 Atf4	19
Il3	2	Esr2 Atf4	15
Pomc	2	Esr2 Atf4	15
Trp73	2	Trp63 E2f2	14
Grap2	2	Grap2 Atf4	13
Klf4	2	E2f2 Atf4	12
Pycard	2	Trp63 E2f2	6
Xbp1	2	E2f2 Atf4	2

Note: TG, target gene; TF, transcription factor.

### Statistical Analysis of Transcription Factor Network Nodes

The network nodes in the regulatory network of transcription factors were counted. There were 19 genes with more than 40 nodes, of which the top three genes with the most nodes were Atf4 (107 nodes), E2f2 (80 nodes), and Akt1 (78 nodes) (Table 3); moreover, Akt1 and E2F2 were also genes regulated by most transcription factors.

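Of the genes with the most nodes, E2f2, Akt1 and the kinase gene Mapk3 were lower in the SA-H group at an unadjusted p under 0.05, and 0 were higher. Of the 19 genes of Table 3, 14 were measured, 0 passed when adjusted over the list alone, and 0 reached a fold change of 2; the study chose the list on these samples, so it is not independent evidence. As a group it did not pass either (camera, FDR = 0.601). Mapk3, which encodes the kinase ERK1, had a log2 level of -0.22 ± 0.06 (SD, n = 3) in the MOD group and -0.83 ± 0.21 (SD, n = 3) in the SA-H group, a log2 fold change of -0.61 (standard error 0.23, adjusted p = 0.175 from limma). Foxo1, a transcription factor of quiescent lymphocytes, was at 2.09 ± 0.19 (SD, n = 3) and 2.62 ± 0.13 (SD, n = 3), a log2 fold change of 0.54 (standard error 0.23, adjusted p = 0.215), and its other kept probe gave -0.25. Of the other measured genes, the kinase gene Mapk14 (0.09), Nfkb1 (0.56), Vegfa (0.23) and Rhoa (-0.48) did not pass. Nfkb1, a subunit gene of NF-κB, had another kept probe at -0.96. That probe was well above background on only 1 of the SA-H arrays, so its change is set in part by the background. The cytokine gene Il6, the kinase gene Mapk8 and the estrogen receptor gene Esr1 were not well above background on all arrays of either group.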

**TABLE 3:** Statistics of network nodes.

Gene	Node	No. of TF regulating TG
Atf4	107	1
E2f2	80	1
Akt1	78	3
Jun	76	1
Trp53	71	3
Mapk14	69	1
Mapk3	68	1
Mapk8	63	1
Il6	63	1
Creb1	57	3
Bcl2	54	2
Casp3	53	2
Pten	51	3
Esr1	50	1
Nfkb1	49	1
Vegfa	48	1
Cdkn1A	48	3
Rhoa	42	1
Foxo1	41	1

Note: TG, target gene; TF, transcription factor.

### GO Functional Annotation Analysis of Differential Genes Related to the Regulatory Effect of SA on Immune Function in Mice

The GO signaling pathway function annotation of the 1619 differential genes related to the regulatory effect of SA on the immune function of mice was conducted, and the top 10 pathways were selected according to their *p* values (Table 4), including one signaling pathway (HIF-1 signaling pathway), four cancer-related pathways (Pathways in cancer, Pancreatic cancer, MicroRNAs in cancer and HIF-1 signaling pathway) and three virus-related pathways. 

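Of the 10 pathways of Table 4, hand-written gene lists were made for 7, and among these the cell cycle list held more changed genes than the rest of the array. Of its 98 measured genes, 24 (24.5%) had a fold change of at least 2 and an unadjusted p under 0.05, against 12.8% of all tested genes, and 21 of the 24 were lower in the SA-H group. The odds ratio was 2.23 (1-sided Fisher's exact test, adjusted p = 0.00768). Named members include the cyclin gene Ccnh, not well above background on SA-H array 4, with a log2 fold change of -1.78, and the phosphatase gene Cdc14a, with 1.62 (-0.09 in the authors' value table). At an unadjusted p under 0.05, 4 genes of the list were higher and 36 were lower (2 higher and 21 lower when adjusted over the list alone), and the list was lower as a group (median -0.56, camera FDR = 1.77e-05, and adjusted p = 0.861 with an estimated correlation). Its median was -0.43 and -0.41 within the scan days that held both groups and -0.48 with the day as a block (FDR = 4.97e-04). The list shares members with those of the mitosis and S phase genes. The fat and erythroid markers were also lower on the SA-H arrays, as given above.

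The pancreatic cancer list was lower as a group as well, with a median of -0.26 over 52 genes (camera, FDR = 0.0152, and adjusted p = 0.861 with an estimated correlation). In it 2 genes were higher and 13 were lower at an unadjusted p under 0.05 (2 lower when adjusted over the list alone), among them Rb1 (-1.13), which restrains S phase entry, and the regulatory subunit gene of phosphoinositide 3-kinase Pik3r1 (-0.95), which was not well above background on SA-H array 4. Its median was -0.15 and -0.32 within the scan days and -0.24 with the day as a block (FDR = 0.0398), and the call was lost without SA-H array 4 (median -0.16, FDR = 0.157), without MOD array 3 (-0.19, FDR = 0.0784), with array weights (0.184), with scaling by the median (0.0541) and in the authors' value table (0.807). In the chronic myeloid leukemia list, 3 of 60 genes were higher and 12 were lower (median -0.33, camera FDR = 0.0750), with Chuk, a kinase gene of NF-κB signaling, at -1.09 (0.00 in the value table). Fisher's exact test gave an adjusted p of 0.993 for the leukemia and pancreatic cancer lists. In Fisher's exact test, the enrichment of the cell cycle list was lost with the scan day as a block (adjusted p = 0.220) and with array weights (0.0820). It was also lost without MOD array 2 (0.0914) and without SA-H array 5 (0.313). The block fit sets SA-H array 5 aside too, so these 2 losses are not separate tests. The adjusted p was 7.70e-04 against only the genes with a name, a background chosen after the first result was seen. MicroRNAs in cancer, HTLV-I infection and viral carcinogenesis were not analysed here.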

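Most genes of HIF-1 signaling, the response to low oxygen, did not pass between the MOD and SA-H groups. Of 76 measured genes, 7 were higher, among them Ins2 and Crebbp, 6 were lower, among them Eif4e, and 63 did not pass at an unadjusted p under 0.05 (0 passed when adjusted over the list alone), and the list did not pass as a group (median -0.10, camera FDR = 0.572). The insulin gene Ins2 had a log2 fold change of 2.59 (standard error 0.70, adjusted p = 0.109 from limma) and the coactivator gene Crebbp of 2.06 (standard error 0.48, adjusted p = 0.0933). The translation initiation gene Eif4e was at -1.12 (standard error 0.23, adjusted p = 0.0822). In the authors' value table, Ins2 was at -0.05. At a fold change of 2, 7 of the 76 genes were called (9.21%), with an adjusted p of 0.993 from Fisher's exact test. Of 17 genes induced by hypoxia, 2 were higher and 0 were lower (1 higher when adjusted over the list alone), with a median of 0.13 (camera, FDR = 0.572). These were the peptide hormone gene Adm (1.36), not well above background on MOD array 1, and the mitophagy gene Bnip3 (1.86), whose other kept probe gave -0.24.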

The HIF-1 signaling pathway is most related to this immunosuppressive model in GO terms. 

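In the lists of the hepatitis B and prostate cancer pathways, both of which hold Atf4 and E2f2, more genes were lower than higher in the SA-H group, but neither list passed as a group. Of 97 measured hepatitis B genes, 2 were higher and 14 were lower at an unadjusted p under 0.05 (0 when adjusted over the list alone), with a median log2 fold change of -0.15 (camera, FDR = 0.102). The calcium-dependent transcription factor gene Nfatc1 had a log2 fold change of -1.57 (standard error 0.39, adjusted p = 0.0974 from limma; -0.66 for its other kept probe) but was not well above background on SA-H array 4, and the cyclin gene Ccna2 of -1.09 (standard error 0.28, adjusted p = 0.103). Of 65 prostate cancer genes, 2 were higher and 11 were lower (0 when adjusted over the list alone), with a median of -0.23 (camera, FDR = 0.251). At a fold change of at least 2, 9 of the hepatitis B genes (9.28%) and 5 of the prostate cancer genes (7.69%) were called, each list with an adjusted p of 0.993 from Fisher's exact test.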

Hepatitis B, HTLV-I infection, and prostate cancer are related to transcription factors (Atf4 and E2f2). 

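The transcripts of Jun and Creb1 did not differ between the MOD and SA-H groups by more than the spread between arrays. That of Trp53 was too dim to test. The paper's western blots measured the proteins, which transcript levels do not test. Jun, a subunit of the AP-1 transcription factor, had a log2 level of -0.86 ± 0.50 (SD, n = 3) in the MOD group and -0.68 ± 0.40 (SD, n = 3) in the SA-H group, a log2 fold change of 0.17 (standard error 0.34, adjusted p = 0.780 from limma). Creb1, a transcription factor activated by cyclic AMP, was at -1.72 ± 0.23 (SD, n = 3) and -2.14 ± 0.39 (SD, n = 3), a log2 fold change of -0.41 (standard error 0.28, adjusted p = 0.395 from limma), and was not well above background on SA-H array 4. The single named probe of Trp53, the p53 gene, was well above background on 1 MOD array and 1 SA-H array only. In the authors' value table, Jun was at 0.83 (adjusted p = 0.0446) and Creb1 at 0.14. Of 124 measured genes of a core list of pathways in cancer, 7 were higher and 15 were lower at an unadjusted p under 0.05 (0 when adjusted over the list alone), and the list did not pass as a group (median -0.15, camera FDR = 0.296). The signaling ligand gene Wnt5a had a log2 fold change of 3.56 (standard error 0.81, adjusted p = 0.0907 from limma), and -0.11 in the value table. Wnt5a was not well above background on MOD array 1, and its MOD level was -2.86 ± 1.81 (SD, n = 3), so the size of its change is uncertain. At a fold change of at least 2, 8 of the 124 genes (6.45%) were called, 4 in each direction, with an adjusted p of 0.993 from Fisher's exact test.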

Pathways in cancer and viral carcinogenesis contain differential gene expression (Jun, Trp53, and Creb1).

**TABLE 4:** GO functional annotation analysis.

Pathway	Gene No	*p* Value	Benjamini
Pathways in cancer	45	2.0E-20	3.6E-18
Hepatitis B	26	9.3E-16	8.1E-14
Chronic myeloid leukemia	19	1.6E-14	1.0E-12
Cell cycle	23	2.0E-14	9.3E-13
Pancreatic cancer	18	3.4E-14	1.2E-12
HTLV-I infection	30	2.2E-13	6.6E-12
Prostate cancer	18	5.0E-12	1.3E-10
MicroRNAs in cancer	27	5.9E-11	1.4E-9
HIF-1 signaling pathway	17	1.6E-10	3.3E-9
Viral carcinogenesis	23	3.5E-10	6.4E-9

### Effects of SA on Serum TNF-α, IFN-γ, IL-1β, and IL-2 Levels and Organ Indices

As shown in Figure 5, compared with those in the control group, the number of white blood cells, TNF-α, IFN-γ, IL-1β, and IL-2 levels in the serum of mice, and spleen index and thymus index of mice were significantly decreased in the model group (*p* < 0.05, *p* < 0.01); compared with those in the model group, the number of white blood cells, TNF-α, IFN-γ, IL-1β, and IL-2 levels in the serum of mice and spleen index and thymus index of mice were increased in varying degrees in SA groups (*p* < 0.05, *p* < 0.01).

**FIGURE 5:**
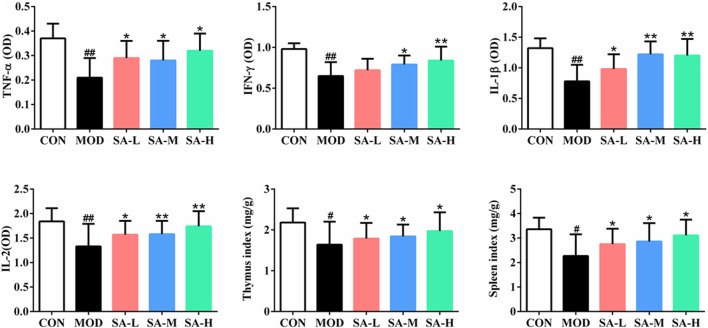
Effects of SA on the serum TNF-α, IFN-γ, IL-1β and IL-2 levels and the organ indexes. Notes: Groups: CON, control group; MOD, model group; SA-L, Schisandrol A low-dose group; SA-M, Schisandrol A medium-dose group; SA-H, Schisandrol A high-dose group. All the values were expressed as mean ± standard deviation (*n* = 12). #: *p* < 0.05, *vs*. CON; ##: *p* < 0.01, *vs.* CON; *: *p* < 0.05, *vs*. MOD; **: *p* < 0.01, *vs*. MOD.

### Effects of SA on the Leukocyte Number, Lymphocyte Proliferation, and Macrophage Phagocytosis of Mice

As shown in Figure 6, compared with those in the control group, the leukocyte number, the proliferation of lymphocytes, and the phagocytosis of macrophages of mice in the model group were significantly decreased (*p* < 0.05, *p* < 0.01), and compared with those in the model group, the number of leukocytes, the proliferation of lymphocytes, and the phagocytosis of macrophages of mice in SA group were significantly increased (*p* < 0.05, *p* < 0.01).

**FIGURE 6:**
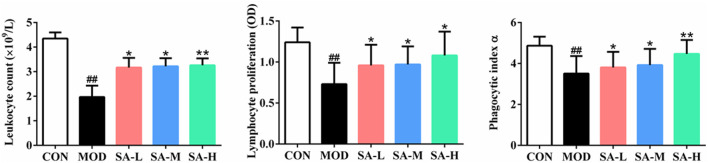
Effects of SA on the leukocyte number, lymphocyte proliferation and macrophage phagocytosis of mice. Notes: Groups: CON, control group; MOD, model group; SA-L, Schisandrol A low-dose group; SA-M, Schisandrol A medium-dose group; SA-H, Schisandrol A high-dose group. All the values were expressed as mean ± standard deviation (*n* = 12). ##: *p* < 0.01, *vs*. CON; *: *p* < 0.05, *vs*. MOD; **: *p* < 0.01, *vs*. MOD.

### Effects of SA on the Expression of Jun, Trp53, and Creb1 Proteins

A regulatory network of transcription factor genes and their corresponding targets was constructed (Figure 4), in which Jun, Trp53, and Creb1 were found to be the key nodes. If the verification results of these three nodes were consistent with the prediction results, the correctness of the regulatory network construction could be proven, so we used western blot analysis to verify the protein expression of these three genes. As shown in Figure 7, the expression of Jun, Trp53, and Creb1 proteins in the spleen tissue of mice in the model group was significantly higher than that in the control group (*p* < 0.01), and the expression of the Jun, Trp53, and Creb1 proteins in the spleen tissue of mice in the different SA-treated groups was lower than that in the model group to varying degrees (*p* < 0.05, *p* < 0.01).

**FIGURE 7:**
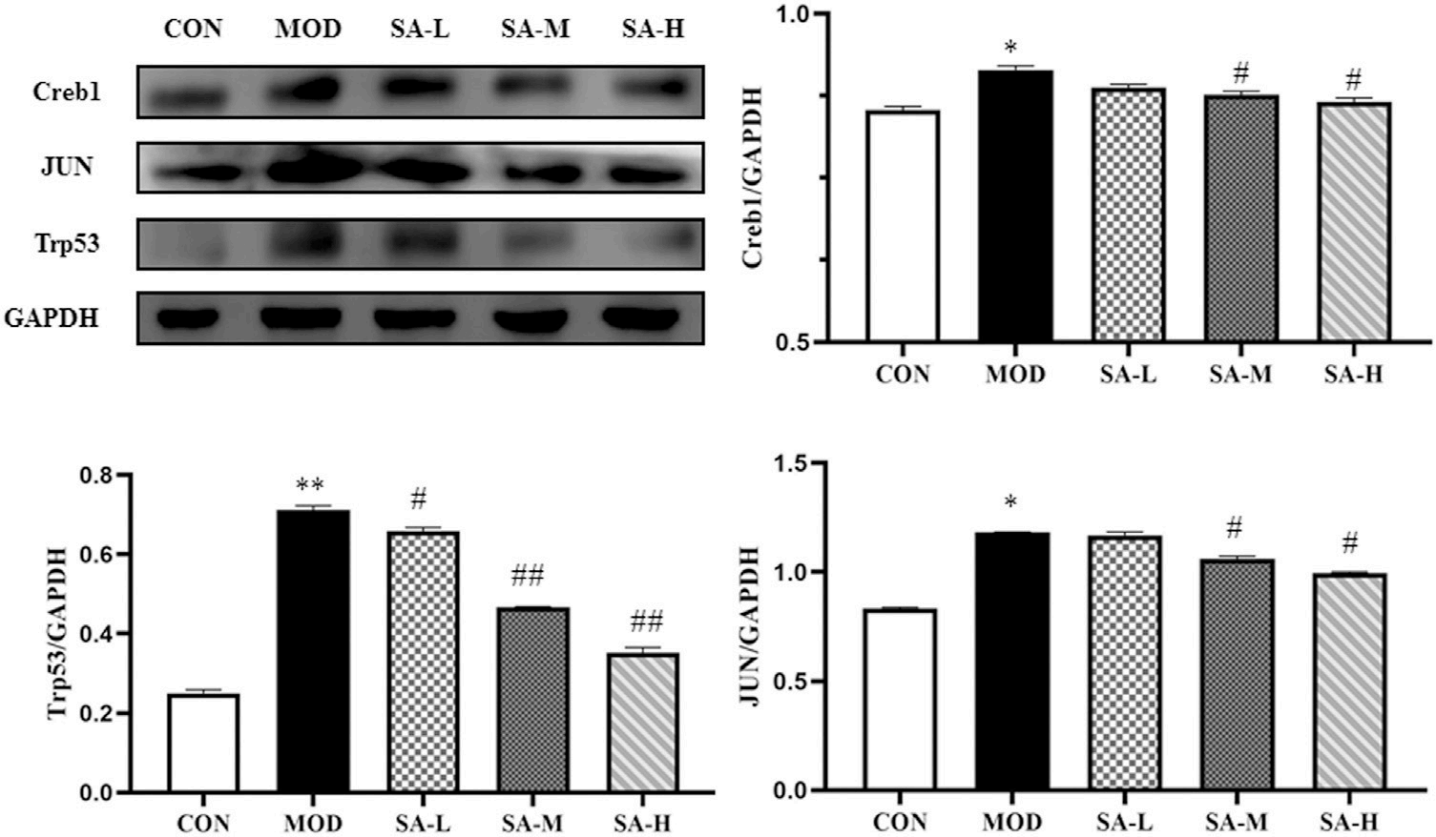
Effects of SA on the expression of Jun, Trp53 and Creb1 proteins. Notes: Groups: CON, control group; MOD, model group; SA-L, Schisandrol A low-dose group; SA-M, Schisandrol A medium-dose group; SA-H, Schisandrol A high-dose group. All the values were expressed as mean ± standard deviation (*n* = 3). *: *p* < 0.05, *vs*. CON; **: *p* < 0.01, *vs*. CON; #: *p* < 0.05, *vs*. MOD; ##: *p* < 0.01, *vs*. MOD.

## Discussion

At present, immune system diseases have become the main diseases endangering human health, and the research and development of immunity-enhancing drugs are becoming increasingly important. In this study, the effect of SA on the immune function of mice and its mechanism were investigated in cyclophosphamide-induced immunosuppressive mice. Cyclophosphamide, a classical immunosuppressant, can reduce the proliferation of lymphocytes and the levels of TNF-α, IFN-γ, IL-1β, and IL-2 to cause immune function disorders. It can be seen from the experimental results of this study that SA can significantly increase the immune organ indices and the number of white blood cells, improve the proliferation of lymphocytes and the phagocytosis of macrophages, and elevate the level of immune factors of immunosuppressive mice induced by cyclophosphamide.

Our team previously completed an mRNA expression profile experiment to examine the regulatory effect of SA on the immune function of mice and screened 1619 differential genes. These 1619 differential genes were also predicted and analyzed through TRDE in this study, of which six transcription factors and their corresponding 257 target genes were found, and a differential gene transcription factor regulatory network related to the regulatory effect of SA on the immune function of mice was established (Figure 2). A series of statistical analyses on the regulatory network of transcription factors was performed, and it was found that many of the key factors were closely related to the regulation of immune system function.

The results showed that there were six transcription factors in the regulatory network of transcription factors (Figure 4), among which Atf4 (corresponding to 107 target genes) and E2f2 (corresponding to 80 target genes) were the transcription factors with the most corresponding target genes, and the number of corresponding target genes of the other transcription factors was less than 80.

Atf4 (activating transcription Factor 4) is a fast response gene in the early stage of stress, and its expression is closely related to inflammation, homeostasis, and tumorigenesis. In a variety of inflammatory models, Atf4 plays a brake role in the inflammatory response, and Atf4 is abundantly expressed in macrophages, participating in the regulation of HDL on the TLR-mediated inflammatory response (Ameri and Harris, 2008). E2f2 (E2f transcription Factor 2) is a member of the E2F family, and the E2F family is an important transcription factor that regulates the cell cycle and apoptosis and is widely involved in the tumorigenesis of various tissues and organs (Indovina et al., 2015). Studies have shown that E2f2, with a strong carcinogenic ability, can maintain the homeostasis of cells together with the P53 protein and play a precise role in regulating the transformation of cells and the progression of the cell cycle, and the imbalance of this homeostasis caused by related factors is one of the mechanisms of tumorigenesis (Li et al., 2016).

Genes regulated by transcription factors (Table 2) in the regulatory network of transcription factor target genes (Figure 4) were analyzed statistically, and 18 target genes regulated by more than two transcription factors were found, including six target genes (Akt1, Trp53, Creb1, Casp3, Pten, and Cdkn1A) regulated by three transcription factors. Among them, a mutation in Akt1 in human breast cancer and gastric cancer has been found by researchers, and the mutation can stimulate this kinase by enhancing its membrane connection, thus directly correlating Akt1 with the occurrence of cancer (Xu et al., 2018b; Zhang et al., 2019; Yehia and Eng, 2020). The Trp53 gene, a well-known cancer gene, is related to the pathogenesis of many cancers (Livon et al., 2019; Yin et al., 2019). The Creb protein expressed by Creb1, an important transcription regulatory protein in eukaryotic cells, can regulate gene transcription by interacting with DNA and other transcription regulators. Intracellular phosphorylated Creb can induce the expression of downstream genes of the cAMP response element and then regulate some biological processes, such as the proliferation and differentiation of cells (Brown et al., 2019). The Casps gene is a susceptible gene of Kawasaki disease (Onouchi et al., 2010), and Kawasaki disease is a self-limited immune disease. Caspase-3 encoded by Casp3 is an effector cysteine protease, and the enzyme is activated by activated proteases of the cysteine protease family to initiate the cleavage of downstream proteins and regulate the apoptosis of cells (Choudhary et al., 2015). The Pten gene, located on chromosome 10q23.3, is composed of nine exons and encodes a protein of 403 amino acids with phosphatase activity, and the PTEN protein can inhibit the occurrence and development of tumors by antagonizing the activity of phosphorylases, such as tyrosine kinases (Erickson et al., 2020). Cdkn1A is a cell cycle-related gene located on chromosome 6, and as a tumor suppressor gene, it is widely and expressed at low levels in tumors (Wisnieski et al., 2017). It can be seen based on the above facts that among the genes regulated by the three transcription factors, four genes are related to cancer (congenital or acquired immunodeficiency prone to malignant tumors), one gene is related to immune diseases, and another gene is an important transcription regulator, so it is believed that these six genes are closely related to the immune system.

The network nodes in the transcription factor target gene regulatory network (Figure 4) were counted, and there were five genes with more than 70 nodes, namely, Atf4, E2f2, Akt1, Jun, and Trp53 (Table 3). The Atf4, E2f2, Akt1, and Trp53 genes are all related to cancer, as discussed above, and the Jun gene is closely related to systemic lupus erythematosus (SLE) since some studies suggest that Jun may be involved in the pathogenesis of SLE (Pu et al., 2015). Therefore, these five genes are closely related to cancer and immunity.

Many diseases are closely related to the immune system, especially cancer. GO functional cluster analysis of the 1619 differentially expressed genes was performed using the DAVID website, and the top 10 pathways with the most significant *p* values were selected, of which four were found to be related to cancer, and one signaling pathway (HIF-1 signaling pathway) was also related to cancer. Some diseases are closely related to immunity-related information pathways, such as HTLV-I infection, viral carcinogenesis, chronic myeloid leukemia, and the cell cycle. At the same time, we also found that most of the central node genes in the transcription regulatory network are related to cancer. Therefore, SA can regulate immunity through other immunity-related disease pathways, and pathway analysis suggests that SA may play a role in cancer-related diseases (Figure 8).

**FIGURE 8:**
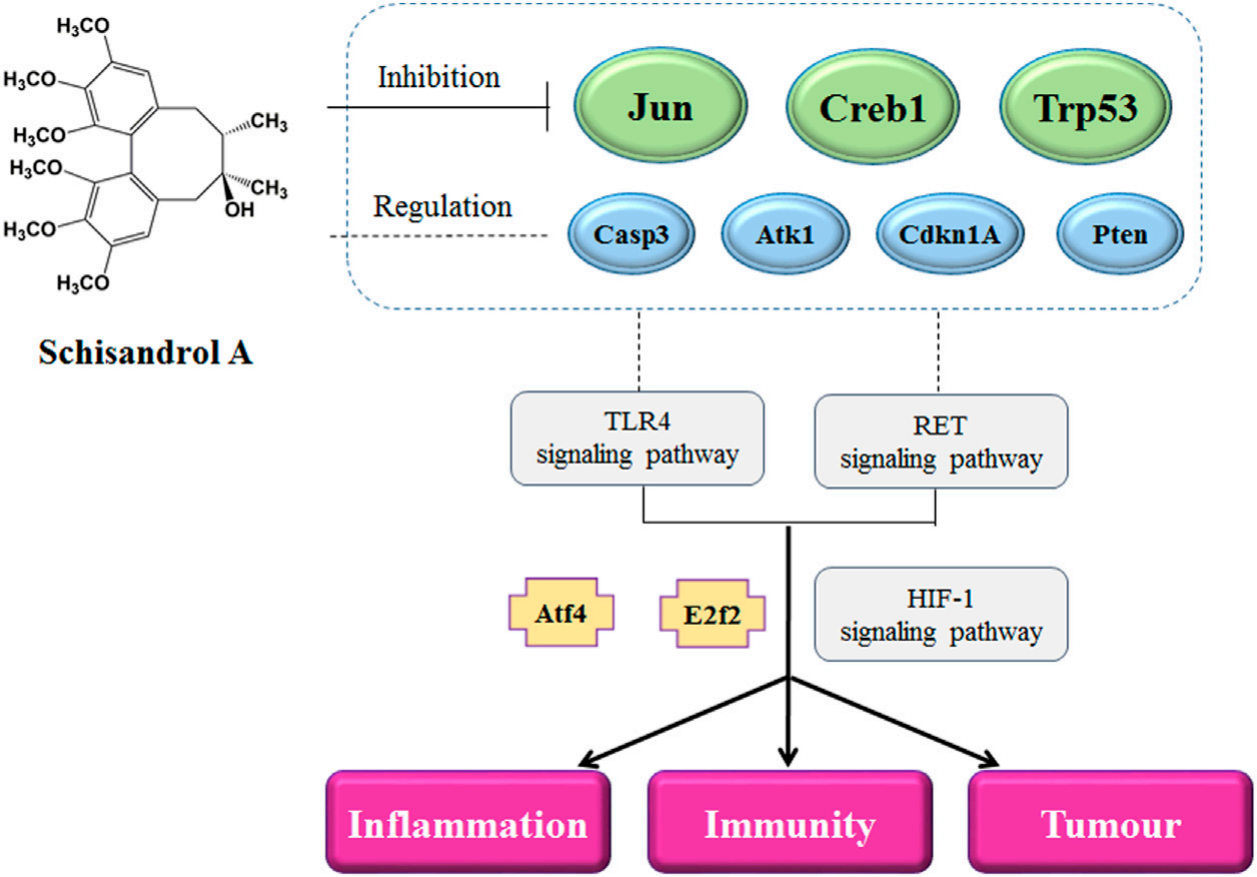
Potential molecular mechanism of the regulation of Schisandrol A on the immune function.

## Conclusion

Six transcription factors and their corresponding 257 target genes were screened out from the 1619 differentially expressed genes related to the regulation of immune function by SA in mice, and a regulatory network of differentially expressed genes related to the regulation of immune function by SA was established. The statistical analysis of the network nodes in the regulatory network of transcription factors and western blot results suggest that jun, Trp53, and Creb1, together with transcription factors Atf4 and E2f2, participate in regulating immune function. SA may play a role in the alleviation of some immune-related diseases by regulating the immune function of mice through multiple genes and their transcription factors.

There are also some limitations in our experiments. For example, we discovered a large number of cancer-related and virus-related pathways in the KEGG pathway clustering, and many key genes are also related to cancer. Although cancer is caused by a decline in the body’s immune system, we should conduct some research on the role of SA in cancer, which is the focus of our future research.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/, GSE97316.

How the deposited data were processed for this re-analysis (not part of the article)

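Gene expression was measured on 6 Agilent mouse arrays hybridized with Cy3-labelled RNA from spleens of ICR mice treated with cyclophosphamide, 3 from the MOD group (arrays 1, 2 and 3) and 3 from the SA-H group (arrays 4, 5 and 6). The intensity values of each array were made by the authors with Agilent Feature Extraction, which, per the file headers, subtracts the background, removes gradients within the array and replaces low values by a small positive one; they are on a linear scale and are not normalized between arrays. The deposited value table holds log2 values made by the authors. Its 6 columns share their quartiles (each median 5.34), as after quantile normalization, and 28.2% of its values lie at a common floor. Neither the paper's text nor the labels describe how it was made, and its log base was read from the range of its values.

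The processed signal of each array was taken on the log2 scale relative to its 75th percentile over the 43020 spots apart from controls. That percentile was 626, 840 and 599 on MOD arrays 1, 2 and 3 and 220, 868 and 433 on SA-H arrays 4, 5 and 6. The share of spots well above background, as called by the scanner software, was 43.1%, 72.2% and 49.4% on the MOD arrays and 44.7%, 73.9% and 45.7% on the SA-H arrays, and 0 spots were saturated. Spots called outliers by that software were left out (172 to 634 per array), and the spots of a probe were averaged. Of 39429 probes, 27234 (69.1%) were given a gene symbol through their RefSeq accession, and they stand for 20659 genes; the others were tested as unnamed targets. A probe was kept if it was well above background on all 3 arrays of either group, and the kept probe with the highest mean level stood for its gene. This left 14474 genes and unnamed targets, 11005 of them with a symbol. Of the 33 genes that the paper names, 24 were tested and 9 were too dim, among them Trp53, Il6 and Esr1. In the gene lists, the symbols Casp10 and Ahsp matched no probe.

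The groups were compared with limma 3.58.1 in R 4.3.3 (linear model and empirical Bayes, Benjamini-Hochberg adjustment over all tested genes), and the changes are those of the SA-H group minus the MOD group. A gene is called changed here at a fold change of at least 2 and an unadjusted p under 0.05, which are the limits seen in Figure 3, since the paper's text names none for the arrays. Gene lists were written by hand before the data were examined. They cover the genes of Tables 1 to 3, 7 of the 10 pathways of Table 4, processes of division, stress and immunity, markers of spleen cells and of neighbouring tissues, and genes that report on RNA quality. The 40 lists were tested with camera (preset correlation 0.01, and again with an estimated correlation). They were also tested with fry, which tests whether a list's genes move one way without comparing them with other genes. With the estimated correlation, the adjustment gave most lists the same adjusted p of 0.861, which does not rank them. The unadjusted p from camera was then 0.057 for the mitosis genes, 0.10 for the fat markers and 0.11 for the cell cycle list. It was 0.21 for the ribosomal protein genes, 0.23 for the S phase genes, 0.29 for the pancreatic cancer list and 0.37 for the erythroid markers. Mouse Reactome pathways with 15 to 300 tested genes, from fgsea 1.28.0, were tested with camera in the same way. Pathway lists were also tested for an excess of called genes with a 1-sided Fisher's exact test against all tested genes, adjusted over the 7 lists. That background was the one fixed in advance. The background of named genes was used in its place for a time after the result had been seen, and the fixed one was then restored, so that the named genes stand as an alternative chosen after seeing the data. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and data.table 1.17.8 in R.

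The genes named in the text follow a rule fixed before the data were examined. It takes every gene that the paper names, whose place in the paper's tables had been seen. It adds the 12 largest rises and the 12 largest falls among genes past an adjusted p of 0.05 whose groups do not overlap and which are well above background on all 6 arrays, filled from the called genes where too few pass, which was the case for all 24. It also takes up to 4 members of each described list with the smallest p, and up to 5 genes per group that are not well above background on any array of the other group. Symbols of the RIKEN, Gm and LOC kinds were passed over. The values of some genes that this rule takes are not reported here.

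The method was tested on simulated data with the spread of each real gene, in which 200 genes were changed. Of genes changed by 1 on the log2 scale, 2% passed an adjusted p of 0.05 and 46% passed the fold and unadjusted p limits; of genes changed by 2, 55% and 99% passed. Of the unchanged genes, 0 passed the adjusted p and 1.95% passed the fold and unadjusted p limits. With every gene at the spread of the first quartile of genes, 93% of genes changed by 1 and 100% of genes changed by 2 passed the adjusted p, as did 9 unchanged genes. A raised and a lowered list were called in their direction, and 1 of 20 random lists passed. The simulation copied the spread of single genes and not the way genes vary together. In the real lists the estimated correlation was 0.16 for the mitosis genes and 0.41 for the erythroid markers. The simulation therefore cannot decide whether the preset correlation of camera suits the real lists. It also cannot tell whether the rate of 1.95% holds for arrays that differ by scan day.

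The alternatives fixed in advance were another background correction (normexp with an offset of 50, run on the median spot signal because the mean signal is not among the columns), quantile normalization, scaling by the median, no filter and a stricter filter, other ways to merge probes, an intensity trend with robust estimation, array weights, the ANOVA named in the methods, the authors' value table, the scan day as a block and each array left out in turn. The slide scan as a random block, the value table with each probe unfiltered under the same ANOVA, and the background of named genes were added after seeing the data. Further combinations of test, filter and value table were tried for the count of changed genes after the files had been seen, and none gave the paper's count. The number of arrays limits the precision of each value, and nothing in the labels says that the arrays of a group are separate mice.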

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

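The tests of the scan days, the scaling and the red cell precursors on the mitosis genes, the test of the order of the columns, the values within a scan day and the counts over other splits of the arrays were chosen only after the result was seen.

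The results of this part are signals in gene lists or values that the paper does not report, although its Table 4 holds the cell cycle pathway, which shares members with the mitosis and S phase lists. The S phase genes had a median log2 fold change of -0.55. The erythroid markers had a median of -0.54. The fat markers had a median of -2.38. The ribosomal protein genes, taken as a sign of RNA quality, had a median of 0.47.

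Mitosis genes were lower in the SA-H group, with a median log2 fold change of -0.91. A difference between scan days as the whole cause is argued against by the values within the days that hold both groups. The highest of these was -0.70, on the second day. That day is 1 slide scan, with 1 array for each group. On the first day the groups were on different slide scans, so its values do not separate the group from the slide scan. The distance of the list from all tested genes was -0.87 with the 75th percentile and with the median. A scaling that moves all genes alike cannot change this distance, so these values test no scaling. The distance was -0.81 after quantile normalization, -0.68 under normexp, a background correction, and -1.37 in the authors' value table. The scaling of the arrays as the cause of the lower mitosis genes is therefore argued against by quantile normalization only. Fewer red cell precursors among the spleen cells may lower these genes, and this stays open: the median of the erythroid markers was -0.53 within the first scan day and 0.10 within the second, where 1 array stands for each group. The SA treatment, the day of sampling that the labels give (5 and 28) and differences between the mice themselves were not tested and stay open as well, the treatment and the day being confounded where the labels hold. The call rests on the preset correlation. With an estimated one, camera gave an adjusted p of 0.861, which most lists share, and an unadjusted p of 0.057.

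The split that sets MOD arrays 1 and 3 and SA-H array 6, all of the first scan day, against the others passed 1642 genes at an adjusted p of 0.05, of which 1640 were higher outside that day, while the split of MOD against SA-H passed 0. A split with so many genes points to a structure of the samples that follows the scan day. Probes near background are a candidate cause: over probes well above background on all 6 arrays, the share of tested genes that passed was 1.27% (154 of 12152) in place of 10.3% (1642 of 15868). That lies between the limits set before the result was seen, so the test does not decide, and no biological explanation was tested. With the scan day as a block, a fit that sets SA-H array 5 aside, 1075 genes passed between MOD and SA-H.

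The changes in the authors' value table had a correlation of 0.303 across genes with those from the scanner values, where genes are not independent replicates, and 60.3% of genes had the same sign. Of the genes called from the scanner values, 288 were also called in the value table in the same direction and 19 in the opposite direction. Quantile normalization by the authors as the whole cause is argued against, since quantile normalization of the scanner values gave a correlation of 0.312. Another order of the columns as the whole cause is argued against too. After each probe was centred, the best of 720 orders gave a mean correlation of only 0.304. A partly different order stays open. The order of the labels gave 0.193, and 35 orders did at least as well. Only 2 arrays correlated best with their own column, and SA-H array 4 did so with that of MOD array 3 (0.31, against 0.16 with its own). The changes taken from the value table, and their signs, carry this doubt. A processing step that the labels do not name, or other arrays behind the table, stay open and were not tested, and no biological explanation was tested.

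With 3 arrays against 3, the 10 splits of the arrays are too few for a share under 0.05 (the smallest is 0.1). The count past an adjusted p of 0.05 was 0 in the real split and 1642 in the highest other, with a count as large in 10 of 10 splits. The count of called genes was 1849 against 2533, as large in 2 splits, and the higher one is that of the first scan day. With the day as a block the real split gave 2680. No other split has a count from such a fit, so 2680 cannot be ranked against 2533. The called transcription factors of Table 1 were 3 against 0, as large in 1 split, those of Table 2 were 0 against 1, as large in 10, and those of Table 3 were 0 against 1, as large in 10. Where the real count is 0, every split is as large whatever the data, so those comparisons decide nothing. The paper chose the genes of Tables 1 to 3 on the real split of these arrays, so their counts are not independent of it. The enriched pathway lists were 1 against 0, as large in 1 split. The gene lists past camera were 7 against 14, as large in 5 splits. The Reactome pathways were 116 against 182, as large in 3, the highest again being that of the first scan day. With the day as a block, a fit given for the real split only, 75 pathways passed.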

How the results depend on the processing

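The slide scan as a random block, the value table with each probe unfiltered and the background of named genes were chosen only after the result was seen, and the other alternatives before the data were examined. Where no cause is given below, the cause was not tested.

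In limma, 0 genes passed an adjusted p of 0.05 and 3377 had an unadjusted p under 0.05; the ANOVA also passed 0. At an adjusted p under 0.1, a looser limit, 769 passed. The count of genes past adjusted p 0.05 was 211 with normexp, 4 with quantile normalization, 1094 with scaling by the median, 1 with the filter on all 6 arrays, 1 with an intensity trend, 5716 with array weights, 1774 in the value table, 1075 with the scan day as a block, 581 in the value table with each probe unfiltered, 0 with the random block, and 0 to 29 when each array was left out in turn (29 without SA-H array 4). The array weights gave SA-H array 4 a weight of 0.158 and SA-H array 6 one of 5.72.

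The count of called genes was 3158 with scaling by the median and 1135 with the ANOVA, and 1308 to 2552 with each array left out; under the other alternatives it ranged from 1246 to 2680. The share of higher genes fell below 50% with scaling by the median (31.6%), in the value table (24.9%) and in the value table with each probe unfiltered (34.0%), and was 57.2% to 67.7% with each array left out. Scaling by the median moved the median of all tested genes from -0.04 to -0.36, and quantile normalization moved it to -0.10.

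Of the transcription factors of Table 1, 1 was called in the value table and 2 to 3 with each array left out. Of the genes of Table 2, 3 were called with normexp, 1 with quantile normalization, 3 with scaling by the median, 1 with array weights, 2 in the value table, 1 with the random block and 0 to 2 with each array left out. Of those of Table 3, 2 were called with normexp, 1 with quantile normalization, 2 with scaling by the median, 1 in the value table and 0 to 1 with each array left out. The number of enriched pathway lists was 0 with array weights, 0 with the scan day as a block, 0 with the random block, and 0 to 1 with each array left out (0 without MOD array 2 and without SA-H array 5). With named genes as the background, the cell cycle list had an adjusted p of 0.0279 with the day as a block and 0.0562 without SA-H array 5. Testing pathway lists with genes past an adjusted p of 0.05 was not run, because 0 passed.

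The gene lists past camera were 16 without a filter, 11 in the value table, 0 with an estimated correlation and 6 to 13 with each array left out (13 without SA-H array 6), and fry passed 0 (smallest FDR 0.118), while 21 passed its test of change in either direction. Under every alternative that leaves out 1 array, the median of the mitosis genes lay between -1.03 and -0.73. The Reactome pathways past camera FDR 0.05 were 301 without a filter, 75 with the scan day as a block, 0 with an estimated correlation and 77 to 197 with each array left out (77 without SA-H array 5 and 197 without SA-H array 6).

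Of 174 named genes, 108 had an unadjusted p under 0.05, and 17 of these changed sign, all in the value table only. There the log2 fold change of Chuk was 0.00074, followed by Dcn 0.30, Esr2 -0.027, Gzma -0.80, Hells 0.19, Ins2 -0.046, Itgam -0.28, Prf1 -0.17, Rpl10a -0.057, Serpina1a 0.31, Npb -0.20, Wnt5a -0.11, Zfp758 0.33, Cdc14a -0.093, Txnrd1 0.16, Rplp1 0.071 and Ppp1r27 -0.27. Array weights took 129 named genes past an adjusted p of 0.05, the scan day as a block 58 and scaling by the median 53. No pairing by replicate number was possible because the arrays are numbered 1 to 3 and 4 to 6; shared scan days were used as a block and for the values within a day. Signal over background limits the filter: MOD array 2 and SA-H array 5 had the most spots above background, and a gene dim on the other arrays is not tested.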

Differences from the paper's values

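The probes considered singly were chosen for this part only after the result was seen; the alternatives were fixed before the data were examined.

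The paper draws 6 transcription factors from its differentially expressed genes (the paper's value), and 3 of them were called here (Trp63, Esr2 and Nfix). Nfix was well above background on 1 SA-H array only, and it was not called with normexp, with the filter on all 6 arrays, with array weights, in the value table or without SA-H array 4. The paper's text states no threshold for the arrays, and those used here are a fold change of at least 2 and an unadjusted p under 0.05. Of the alternatives, quantile normalization and scaling by the median gave 4, within 1.5 times of the paper's value. The others did not come as near, with 3 under normexp, no filter, the mean of all probes, an intensity trend, the ANOVA and the scan day as a block, 2 with the filter on all 6 arrays and with array weights, 1 in the value table, and 2 to 3 with each array left out. E2f2, at -0.89 here, was called with normexp (-1.01), quantile normalization (-1.06), scaling by the median (-1.21) and in the value table (-1.48). Atf4 and Hif3a were called under no alternative that takes 1 value per gene. Taken singly, another kept probe of Atf4 had a log2 fold change of -1.80 (unadjusted p = 0.00132 from limma) and another kept probe of Hif3a had 2.28 (unadjusted p = 0.0110 from limma), which reach both limits, but that probe of Atf4 was well above background on only 1 of the SA-H arrays, so its change is set in part by the background.

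The paper names Jun, Trp53 and Creb1 as differentially expressed. Its western blots report the proteins as lower in the SA groups than in the model group. The arrays measure transcripts only and do not test the blots. Here Jun had a log2 fold change of 0.17 (adjusted p = 0.780 from limma) and Creb1 of -0.41 (adjusted p = 0.395), and the probe of Trp53 was too dim to test, with -0.50 when no filter was applied (adjusted p = 0.730 over all probes). Jun and Creb1 were called under no alternative, and Trp53 was not called where no filter was applied. In the value table Jun was at 0.83 with an adjusted p of 0.0446, short of a fold change of 2.

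The paper lists 10 pathways as enriched. Of the 7 with a hand-written list here, the cell cycle list was enriched (adjusted p = 0.00768 from Fisher's exact test), and the other 6 (HIF-1 signaling, chronic myeloid leukemia, pancreatic cancer, prostate cancer, hepatitis B and pathways in cancer) had an adjusted p of 0.993, or 0.969 against named genes. These lists are not those of the database that the paper used, and no alternative gave more than 1 enriched list.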

Other observations

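The changes within a scan day were compared only after the result was seen.

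Single immune genes differed between the groups, while the marker lists of the spleen's immune cells did not pass as groups. The inflammatory cytokine gene Il1b had a log2 fold change of 1.26 (standard error 0.23, adjusted p = 0.0795 from limma), and of 15 cytokines only 4 were measured, the others being Il18 (-0.59), Ifng (0.28) and Csf1 (-0.10, and 0.32 and -0.25 for its other kept probes), with 1 higher at an unadjusted p under 0.05 (1 when adjusted over the list alone) and a camera FDR of 0.647. Of 15 B cell markers, 3 were higher at an unadjusted p under 0.05 (0 when adjusted over the list alone), namely Cd72 (1.24), Spib (0.80) and Fcer2a (1.06, not well above background on MOD array 1), with a median of -0.11 and a camera FDR of 0.726 in the direction of higher. Of 7 plasma cell markers 1 was lower (1 when adjusted over the list alone), Xbp1, with Mzb1 at -0.80, a median of -0.61 and an FDR of 0.220. Of 19 T cell markers 0 passed, with a median of 0.07 and an FDR of 0.980 in the direction of lower. Of 7 NK cell markers 2 were higher (0 when adjusted over the list alone), the cytotoxic genes Gzma (0.86, and -0.80 in the value table) and Prf1 (0.79, and -0.17 there), with a median of 0.49 and an FDR of 0.102. In the authors' value table, T cell markers had a median of 0.75 (FDR = 4.93e-07), B cell markers of 0.38 (FDR = 3.46e-04) and plasma cell markers of -1.51 (FDR = 2.96e-06), and NK cell markers one of -0.61 (FDR = 0.265).

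Among the markers of myeloid cells, the macrophage transcription factor gene Spic was higher (0.86) and the complement gene C1qa was lower (-2.34) at an unadjusted p under 0.05 (0 of 13 macrophage markers when adjusted over the list alone, median -0.54, FDR = 0.245). C1qa was not well above background on SA-H array 4, and its SA-H level had an SD of 2.09. The centred median of the macrophage markers was -1.19 on SA-H array 4, 0.07 on SA-H array 5 and 0.20 on SA-H array 6, and their median change was -0.11 and -1.22 within the scan days. Of 15 phagocytic receptor genes, the integrin gene Itgam (1.63, adjusted p = 0.0907 from limma; -0.28 in the value table) was higher and Cd36 (-1.02) and Mrc1 (-0.91) were lower, 1 and 1 of them when adjusted over the list alone (median -0.15, FDR = 0.593). Of 11 genes of MHC class II presentation, 2 were higher (0 when adjusted over the list alone), Cd80 (1.27) and H2-Eb1 (2.11), with a median of 0.21 and an FDR of 0.429. The level of H2-Eb1 had an SD of 1.72 in the MOD group and 0.12 in the SA-H group, so the size of its change is uncertain. The plasmacytoid marker Siglech (1.22, and 0.63 for its other kept probe) was the 1 of 9 dendritic cell markers that was higher (0 when adjusted over the list alone, median 0.10, FDR = 0.647). Of 15 neutrophil markers, Csf3r (1.51) and Mmp8 (0.71) were higher and the granule genes Ctsg (-1.07) and Ngp (-0.94) were lower, 1 and 2 of them when adjusted over the list alone (median -0.31, FDR = 0.722). Of 4 mast cell and basophil markers, Cpa3 (-1.67), well above background on 1 of the 3 SA-H arrays, was lower (1 when adjusted over the list alone, median -0.41, FDR = 0.572). In the value table, the genes of MHC class II presentation had a median of 0.35 (FDR = 0.0189), neutrophil markers had a median of -1.12 (FDR = 0.00118) and mast cell and basophil markers of -1.82 (FDR = 4.71e-04).

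Other lists of spleen and neighbouring tissue did not pass as groups. Of 13 megakaryocyte and platelet markers 0 passed (median 0.13, FDR = 0.647; -1.58 in the value table, FDR = 9.68e-06), and so did 0 of 5 progenitor markers (median 0.03, FDR = 0.726) and 0 of 9 endothelial markers (median -0.39, FDR = 0.647). Of 10 stromal markers 3 were lower (2 when adjusted over the list alone), among them Col3a1 (-1.15) and Dcn (-0.99, and 0.30 in the value table), with a median of -0.02 and an FDR of 0.624. Of 3 pancreatic acinar markers 0 passed (median 0.28, FDR = 0.939 in the direction of lower). Of 4 liver markers Tat (1.93) was higher and Serpina1a (-0.65, and 0.31 in the value table) was lower (1 and 1 when adjusted over the list alone, median 0.52, FDR = 0.647), and the 1 measured skeletal muscle marker, Tnni2, was higher (1 when adjusted over the list alone, FDR = 0.245).

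Of 12 targets of Nrf2, which governs the defence against oxidants, 4 were lower and 0 were higher (0 when adjusted over the list alone), namely Nqo1 (-0.91), Gsr (-0.78), G6pdx (-0.93) and Txnrd1 (-0.57, and 0.16 in the value table), with a median of -0.54 and an FDR of 0.0750. Of 21 interferon-induced genes, Ifit1 (-0.87) was lower and Oasl1 (0.80) was higher (0 when adjusted over the list alone, median 0.13, FDR = 0.532). Of 8 heat shock genes Bag3 (1.33) was higher (1 when adjusted over the list alone, median 0.19, FDR = 0.532), and of 9 immediate early genes 1 was lower (0 when adjusted over the list alone, median -0.03, FDR = 0.791).

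Of 612 Reactome pathways, 116 passed camera, 15 higher and 101 lower, and 0 passed with an estimated correlation (smallest adjusted p = 0.969). Mitotic prometaphase was lower (92 genes, median -0.62, FDR = 3.38e-09), and peptide chain elongation was higher (77 genes, median 0.56, FDR = 9.64e-07). These 2 were named after their values were seen. The ribosomal protein genes, also higher, did not pass after quantile normalization (median 0.01, FDR = 0.695) or in the authors' value table (median 0.09, FDR = 0.296). The values of peptide chain elongation under those settings are not given here.

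The groups did not overlap for 4726 of the tested genes (32.7%), where chance gives 10% for a single gene. Genes vary together and no such share is given for the other splits of the arrays. The 2 shares therefore do not show an effect of the group. The changes within the 2 scan days that hold both groups had a correlation of 0.702 across genes, which are not independent replicates, and 1846 of the 1849 called genes had 1 sign within both days, although they were called on the same arrays.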
